A study of Mus musculus with 4 samples. Its data were reported in "Protein phosphatase 2A inactivation induces microsatellite instability, neoantigen production and immune response" (2021).

How the data were processed

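RNA sequencing data of 4 libraries labelled as mouse tumours were analysed at the gene level, starting from a single table that the authors deposited. The authors deposited expected counts per gene (estimated counts that need not be whole), TPM (a length-corrected share of the transcripts within each library) and FPKM (fragments scaled by gene length and library total) for each library. The authors' deposited table also held a fold (the ratio of knockdown over control) and a posterior probability of equal expression for each gene. The submitters' processing notes name Bowtie 0.12.2 and the genome builds mm8 and mm10 without giving their roles, and the counter and annotation are not given in the sources used here. Libraries were matched to columns by the sample descriptions in the labels, and no column of per-sample values was left unmatched. Between 5.3% and 5.89% of expected counts were not whole, so all were rounded to whole numbers before testing. Because the genome build of the table is unclear, the position given for Ppp2r1a is that of the GRCm38 annotation and was not taken from the table. The PP2A inhibitor gene Cip2a was found in the table under an older symbol.

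Libraries were grouped by their titles into 3 labelled knockdown and 1 labelled control. Total expected counts were 24726440, 27508469 and 27910370 for the knockdown libraries and 28950004 for the control. All library pairs differed by far more than sampling noise, with chi-square per degree of freedom from 91.5 to 636, so none was a repeat deposit of another. Genes were kept by filterByExpr with a minimum count of 10, leaving 15246 of 24444, and scaled by TMM, with factors of 1.30, 1.06, 0.867 and 0.844. The main test was the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest), two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The residual 2 degrees of freedom came from the knockdown libraries alone. With a knockdown library left out, the spread came only from the pair of knockdown libraries that remained. A fold against a control without counts was given as a lower bound against a floor of 3 counts in that library, and for 1 to 3 control counts a ratio was given with an exact 95% binomial interval. These bounds cover counting error only.

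Of 36 gene lists fixed before the data were examined, 34 had at least 5 measured members and were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with an estimated correlation, with fry, and against 10000 random lists matched on mean expression. Genes named in the text were chosen by a rule fixed at the same time. It took Ppp2r1a, the 5 largest rises and falls in log2 fold change with all 3 knockdown libraries on 1 side of the control and a mean log2 CPM of 2 or more with predicted genes and pseudogenes left out (the fallback where too few genes pass), 16 genes of the study's question, and the list members of largest change. A result that these rules would name is not reported here. A further set of intestinal marker lists was chosen after the data had been seen. Alternatives in edgeR were its RLE factors (a median of ratios), library size alone and no filter. A filter of 50 counts in a library, robust empirical Bayes and the older form of the quasi-likelihood fit were also run. Further alternatives were limma on log2 CPM with a prior count of 2 and limma on log2(FPKM + 1). DESeq2 1.42.0 was also used, and each knockdown library was left out in turn.

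The test was tested on simulated data for the comparison of 3 libraries against 1, with the same 15246 genes and 50 genes changed at each fold size. At the spread estimated from these libraries edgeR recovered 0% of genes changed 2-fold, 0% at 4-fold, 30% at 8-fold and 66% at 16-fold, with 9 false calls. DESeq2 recovered 4%, 36%, 78% and 94%, with 91 false calls. At a dispersion of 0.01 edgeR recovered 88% at 2-fold and 100% at 4-fold, with 15 false calls, and DESeq2 70% and 92%, with 5 false calls.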

Results

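RNA from 4 libraries labelled as mouse tumours was sequenced, and the study used the data to predict neoantigens. Here gene levels were compared between libraries labelled with and without knockdown of Ppp2r1a, the scaffold subunit of the phosphatase PP2A. CT26 is a BALB/c mouse colon carcinoma line, and per the labels the tumours were taken at a volume of about 70 mm3. Per the labels, the 3 knockdown libraries came from tumours of CT26 cells carrying a short hairpin RNA against Ppp2r1a, and the 1 control library from a tumour of CT26 cells carrying a scrambled hairpin. Knockdown replicate 3 and the control share the number 3 in their sample descriptions, and the labels do not say what it marks. Total expected counts were 24726440, 27508469 and 27910370 in knockdown replicates 1, 2 and 3 and 28950004 in the control. Of 24444 genes in the table, 15246 had enough counts to be tested. With a single control there was no replicate error on that side, so each comparison assumed that the control varied like the knockdown libraries, and a feature of that tumour could not be separated from an effect of the knockdown. The labels do not say whether the knockdown tumours came from separate mice, so the p-values measure only the spread between these libraries.

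Transcripts of intestinal epithelium were among the most abundant in all 4 libraries, so the comparisons that follow are between libraries as labelled, and how much of their RNA came from tumour cells was not determined. Apoa4, an apolipoprotein of absorptive enterocytes, was at 5780, 11402 and 32945 TPM in knockdown replicates 1, 2 and 3 and at 35720 TPM in the control. Fabp2, the intestinal fatty acid binding protein, was at 8196, 22942 and 20093 TPM against 22531 TPM. Lyz1, a lysozyme of Paneth cells, was at 1084, 2802 and 1358 TPM against 1080 TPM, and Zg16, a goblet cell lectin, at 5861, 7973 and 9560 TPM against 10867 TPM. These genes were picked out after their values had been seen. Together, 40 enterocyte, Paneth and goblet cell genes took 5.71%, 12% and 16.6% of TPM in the knockdown libraries and 16.5% in the control. Car1, a carbonic anhydrase known from large bowel, was at 1439 and 417.7 TPM in knockdown replicates 1 and 2, at 4.76 TPM in replicate 3 and without a count in the control.

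**Figure D1:**
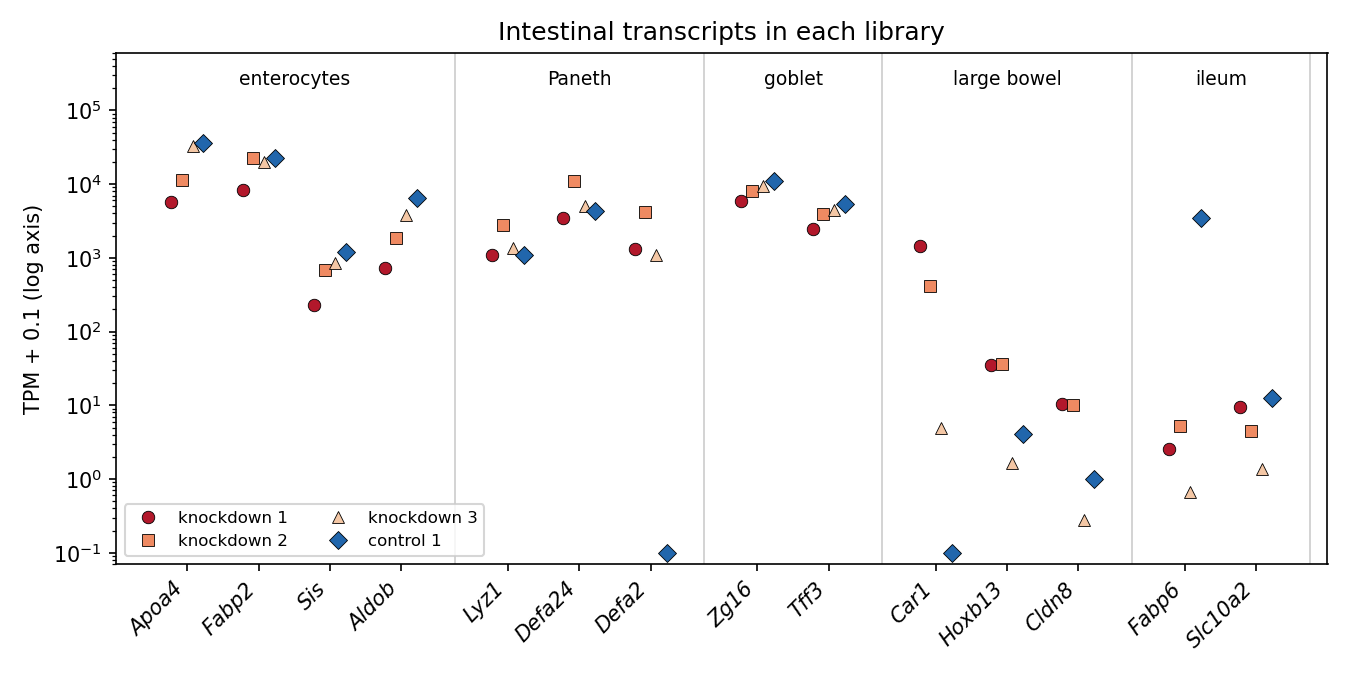
TPM of intestinal marker genes in each library, on a log axis with 0.1 added, grouped by the cell type or gut segment each is known from, with 1 point per library. The enterocyte, Paneth and goblet genes plotted were at 228 TPM or more in each library, except Defa2, which had no count in the control, while Fabp6 was at 3435 TPM in the control and at most 5.13 TPM in the knockdown libraries.

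Ppp2r1a itself was lower in each library labelled knockdown than in the control, which is the direction the labels give. The study also worked with intestinal organoids and tumours in which Ppp2r1a was deleted. A lower level alone therefore cannot show which material the libraries hold. It stood at 40.2, 29.8 and 22.3 TPM in the knockdown libraries, a mean of 30.8 ± 9.0 TPM (SD, n = 3), and at 75.1 TPM in the control. In the GRCm38 annotation the gene lies on chromosome 17, from 20945454 to 20965905. The log2 fold change was -1.62 with a standard error of 0.25, and its adjusted p by edgeR's quasi-likelihood test was 0.767, so it did not pass. The adjusted p ranged from 0.0255 to 0.782 over the alternatives, and DESeq2 called the gene with an adjusted p of 0.0371. Leaving out knockdown replicate 3 also ended with a call, at an adjusted p of 0.0255 by edgeR. An exact permutation of 1 library against 3 cannot give a p below 0.25. The authors' deposited table gave Ppp2r1a a fold of 0.321, knockdown over control, and a posterior probability of equal expression of 0.

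**Figure D2:**
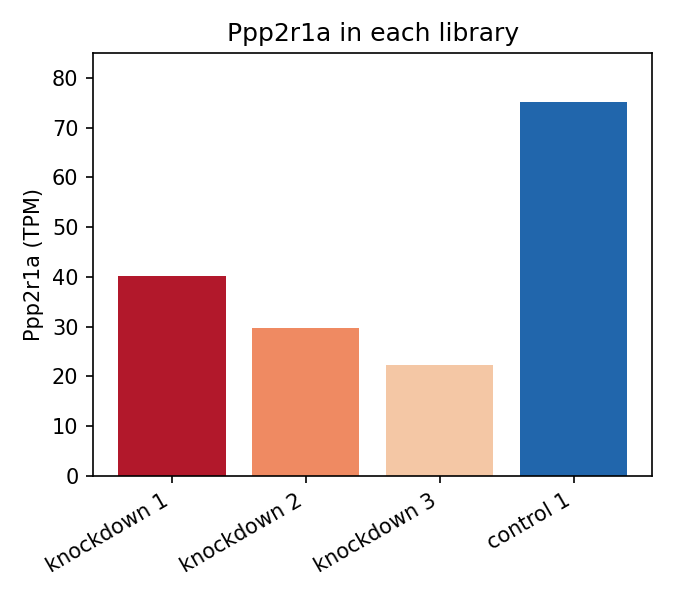
Ppp2r1a in TPM, with 1 bar per library and the axis starting at 0. The 3 knockdown libraries stood at 40.2, 29.8 and 22.3 TPM and the control at 75.1 TPM.

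Across the transcriptome, no gene passed an adjusted p of 0.05 by edgeR's quasi-likelihood test, and 554 genes had an unadjusted p under 0.05 where chance alone gives 762. The largest differences among genes with all 3 knockdown libraries on the same side of the control were in the 10 genes named next, none of which passed by edgeR with all 4 libraries. The Paneth cell defensins Defa2 and Defa21 had no count in the control and were at 2209 ± 1734 and 1303 ± 1127 TPM (SD, n = 3) in the knockdown libraries, at least 3535-fold and 2059-fold higher than a floor of 3 counts in the control. Both were highest in replicate 2, at 4208 and 2604 TPM, and without it the bounds were 1912-fold and 1021-fold. Defensins are near-identical copies, so their split of reads is uncertain. Car1 was at least 2811-fold higher, the amino acid transporter Slc6a14 at least 1115-fold and the neutrophil calprotectin gene S100a8 at least 394-fold. Without replicate 1 the bounds of Car1 and Slc6a14 were 1108-fold and 465-fold. For Car1, Slc6a14 and S100a8 most of the signal lay in replicates 1 and 2, with 4.76, 0.25 and 6.93 TPM in replicate 3. These floors cover counting error only.

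The lower genes included Fabp6, the ileal bile acid binding protein, at 2.71 ± 2.29 TPM (SD, n = 3) against 3435 TPM in the control. St3gal4, a sialyltransferase, was at 5.87 ± 2.20 TPM against 1758 TPM, with a log2 fold change of -8.57, a standard error of 0.51 and the smallest adjusted p of the edgeR test, 0.521. Gpr151, an orphan receptor, was at 0.0767 ± 0.133 TPM against 18.7 TPM. Akp3, an intestinal alkaline phosphatase, was at 0.93, 2.51 and 77.7 TPM in the 3 knockdown libraries against 1321 TPM, and Cybrd1, the duodenal ferric reductase, at 1.16 ± 0.607 TPM against 45.5 TPM. DESeq2 called 181 genes, 148 higher and 33 lower. Without knockdown replicate 1 edgeR called 0 genes, without replicate 2 it called 166, 138 of them higher and 28 lower, and without replicate 3 it called 1221, 816 higher and 405 lower. In these fits the spread came only from the 2 knockdown libraries left in, so the calls without replicate 3 set replicates 1 and 2 against the control. Of the 10 named genes, all but Gpr151 and Akp3 passed in DESeq2.

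The study's question also concerned Rb, E2F and the de novo DNA methyltransferases, and these genes were examined next. In CT26 cells the study followed their proteins, and the phosphorylated form of Rb, by western blot. Its RNA data on the methyltransferases came from organoids. The values here are RNA levels in other material, so they do not test those protein results. Dnmt3a was at 4.19 ± 0.285 TPM (SD, n = 3) in the knockdown libraries against 5.38 TPM in the control, and Dnmt3b at 0.577 ± 0.139 TPM against 0.47 TPM. Rb1, the retinoblastoma gene, was at 25.8 ± 6.62 TPM against 38.5 TPM, the deacetylase Hdac2 at 41.3 ± 18.9 TPM against 22.2 TPM, and E2f1 at 3.06 ± 1.93 TPM against 1.51 TPM. The PP2A inhibitors Set and Cip2a were at 96.9 ± 45.6 and 6.27 ± 3.61 TPM against 43.1 and 3.04 TPM. Log2 fold changes after TMM scaling, which the TPM values lack, were 0.54 for Hdac2, 0.63 for E2f1 and 0.67 for Cip2a. In knockdown replicate 3, E2f1 at 1.29 TPM and Cip2a at 2.96 TPM lay below the control. None of these 7 genes passed, with log2 fold changes from -0.81 for Rb1 to 0.80 for Set, and Dnmt3b changed sign under library size scaling and without knockdown replicate 2 or 3.

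Gene lists fixed before the data were examined gave the cell cycle as a group that lay higher in the knockdown libraries. Of 53 measured Rb-E2F cell cycle genes, 48 had a higher level and 43 did so in all 3 knockdown libraries. The median log2 fold change was 0.98 and camera's adjusted p with a preset correlation of 0.01 was 8.53e-07, but the adjusted p was 0.865 with an estimated correlation. The cyclin gene Ccnd1 was at 112.0, 42.2 and 11.96 TPM against 5.19 TPM, and E2f7 at 0.747 ± 0.383 TPM against 0.17 TPM. MYC targets and ribosome biogenesis genes were higher in 23 of 25, with a median of 0.95 and an adjusted p of 2.69e-06, and of 0.865 with an estimated correlation. Srm and Myc, the spermidine synthase and the transcription factor, were at 19.1 ± 15.4 and 15.6 ± 11.9 TPM against 3.67 and 3.77 TPM. DNA mismatch repair genes were higher in 20 of 23, with a median of 0.43 and an adjusted p of 0.0401, and of 0.892 with an estimated correlation. The exonuclease gene Exo1 was at 1.09 ± 0.576 TPM against 0.37 TPM and Mlh3 at 1.59 ± 0.782 TPM against 0.58 TPM. The mismatch repair call was lost with DESeq2, under library size scaling, on log2(FPKM + 1) and without any 1 of the knockdown libraries, with adjusted p of 0.279, 0.156 and 0.155 without replicates 1, 2 and 3. No member of these 3 lists passed over all genes or adjusted over the list alone, while Ccnd1, Srm and Myc passed over all genes without replicate 3. In knockdown replicate 3 alone, in which Car1 was at 4.76 TPM, the medians over the control were 0.34, 0.42 and 0.15. In replicates 1, 2 and 3 the cell cycle medians were 1.49, 0.84 and 0.34 and those of MYC targets 1.39, 0.83 and 0.42, while those of 22 small intestinal enterocyte genes, a list chosen after the data had been seen, were -2.70, -0.97 and -0.15. Without replicate 1 the medians of the cell cycle and mismatch repair lists were 0.61 and 0.23.

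PP2A subunits and modulators had a median of -0.12 over 27 genes, with 18 lower, and camera's adjusted p was 0.236. Ppme1, the PP2A methylesterase, was at 32.0 ± 9.24 TPM against 61.2 TPM. DNA methylation and histone deacetylation genes had a median of -0.00034 and a mean of 0.0186 over 28 genes and an adjusted p of 0.555, with Kat2a, an acetyltransferase, at 8.51 ± 5.12 TPM against 1.73 TPM and Tet1 at 0.03 ± 0.01 TPM against 0.05 TPM. The 22 p53 targets had a median of -0.00602 and a mean of 0.34, which differ in sign, and an adjusted p of 0.893, with Phlda3 at 11.97 ± 10.1 TPM against 1.38 TPM. Eda2r, with 3 counts in the control, had a ratio of 26.2 and a 95% counting interval from 8.86 to 128, and was at 2.84, 1.33 and 0.14 TPM against 0.05 TPM. The sign of these 3 medians turned positive under library size scaling and on log2(FPKM + 1), that of DNA methylation also with the stricter filter and that of p53 targets also without replicate 1, and none of the lists passed.

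Several immune lists lay higher in the knockdown libraries, by more in replicates 1 and 2, which held large bowel transcripts such as Car1, than in replicate 3. The log2 ratio of Ppp2r1a over the control was -1.455, -1.61 and -1.796 in replicates 1, 2 and 3. The size of the immune differences thus did not follow the size of the Ppp2r1a fall. All 11 neutrophil genes were higher in each knockdown library, with a median log2 fold change of 4.72, or 4.58 with genes absent from the control set at their bound, and an adjusted p of 9.97e-07, and of 0.865 with an estimated correlation. Over the alternative fits the neutrophil median ranged from 1.86 on log2(FPKM + 1) to 5.27 without replicate 3. S100a8 and S100a9 were at 296 ± 250 and 168 ± 141 TPM (SD, n = 3), and neither had a count in the control. Of 30 interferon-gamma response genes 25 were higher, with a median of 1.61 and an adjusted p of 8.14e-05, and of 0.865 with an estimated correlation. The interferon-induced GTPases Tgtp1 and Iigp1 were at 88.8 and 153 TPM in replicate 1, at 40.3 and 49.8 TPM in replicate 2, at 2.13 and 1.98 TPM in replicate 3 and at 1.17 and 2.64 TPM in the control. All 12 regulatory T cell genes had a higher fitted level, 8 of them in all 3 libraries, with a median of 2.34, or 1.58 at the bound, and an adjusted p of 0.000392, and of 0.865 with an estimated correlation. That count of 8 used no margin. It took in Foxp3, with 6 counts both in replicate 3 and in the control, and Ccr8, with 1 count in replicate 3. Within this list Ccr8 and Il10, with no count in the control, were at least 2.14-fold and 1.91-fold higher, but without replicate 1 the bound of Ccr8 was 1.43-fold and Il10, with no count in replicate 3, lay under the floor, at 0.701 of it. The regulatory T cell call was lost on log2(FPKM + 1). In replicate 3 alone the 3 medians over the control were 0.81, -0.00226 and 0.31. Without replicate 1 the interferon-gamma and regulatory T cell medians were 1.00 and 1.40, and both lists passed.

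MHC class II presentation genes were higher in 10 of 11, with a median of 1.83 and an adjusted p of 2e-05, and of 0.865 with an estimated correlation. H2-Eb1 was at 298, 165 and 73.4 TPM against 2.37 TPM in the control, and H2-DMb1 at 109 ± 71.4 TPM against 11.96 TPM. In this list 1 member, H2-Eb1, passed adjusted over the list alone. Its ratio to H2-Aa was 0.0191 in the control and from 0.304 to 0.319 in the knockdown libraries. The ratio of H2-Ab1 to H2-Aa stayed within 1.38-fold, so H2-Eb1 cannot stand for the other class II genes. Cytokines were higher in 24 of 29, with a median of 1.12, or 0.98 at the bound, and with Il17a and Ifng at least 9.61-fold and 8.56-fold higher than the floor, on a mean in which Il17a had 55 and 53 counts in replicates 1 and 2 and none in replicate 3. Chemokines were higher in 26 of 34, with a median of 1.16, and with Cxcl5, a neutrophil attractant, at 56.7 ± 52.6 TPM against 0.15 TPM and Cxcl1 at a ratio of 140 with a 95% counting interval from 38.8 to 1162, and at 43.5, 27.05 and 0.21 TPM against 0.13 TPM. Macrophage and monocyte genes were higher in 20 of 23, with a median of 1.06, and with Trem2 and Chil3 at least 20.5-fold and 8.36-fold higher, at 0.47 and 0.04 TPM in replicate 3. CD4 and helper T cell genes were higher in 9 of 11, with a median of 1.60, and with Icos at 2.56 ± 2.43 TPM against 0.22 TPM. Immune checkpoint genes were higher in 15 of 20, with a median of 0.63, and with Ctla4 at 6.02 ± 6.14 TPM against 0.17 TPM. The adjusted p of the last 5 lists with a preset correlation were 0.000829 for cytokines, 0.0114 for chemokines, 0.00101 for macrophages, 0.0148 for CD4 T cells and 0.0255 for checkpoints. For each of the 5 the adjusted p was 0.865 with an estimated correlation. The calls of chemokines, CD4 T cells and checkpoints were lost under library size scaling, and these and the calls of cytokines and macrophages on log2(FPKM + 1), and the chemokine call also in limma on log2 CPM, at an adjusted p of 0.0503. In replicate 3 alone the medians were 0.96 for MHC class II, 0.05 for cytokines, -0.06 for chemokines, -0.10 for macrophages, 0.21 for CD4 T cells and 0.22 for checkpoints. Without replicate 1 the medians were 0.74 for cytokines, 0.60 for macrophages and 0.41 for checkpoints, and without replicate 3 that of checkpoints was 0.98, with these lists still passing. Without replicate 1 the bounds were 4.96-fold for Ifng, 12.1-fold for Trem2 and 4.65-fold for Chil3, and without replicate 3 that of Il17a was 14.4-fold. The CD4 T cell median was 0.92 with DESeq2 and 0.97 in limma on log2 CPM.

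The study stained tumour sections for CD8 and reported more CD8+ T cells in knockdown tumours. RNA levels in libraries of undetermined tumour content are another measure and do not test that count. Cytotoxic T cell genes did not move together. Of 22 measured, 10 were higher and 12 lower, with a median of -0.08, a mean of 0.55, camera's direction down and an adjusted p of 0.945, and the sign of the median turned under library size scaling, on log2(FPKM + 1), with no filter, with DESeq2 and without replicate 1 or 2. Cd8a was at 2.98, 5.15 and 13.9 TPM in the knockdown libraries against 10.5 TPM, and Gzmb, granzyme B, at 13.3, 14.8 and 47.6 TPM against 57.4 TPM. Ifng was at 3.56, 1.73 and 0.11 TPM with no count in the control, and Cd5 at 1.51 ± 1.48 TPM against 0.12 TPM. Foxp3, the regulatory T cell factor, was at 1.72, 0.88 and 0.10 TPM in knockdown replicates 1, 2 and 3 against 0.10 TPM. Cd274, which encodes PD-L1, was at 13.6 ± 9.49 TPM against 2.55 TPM. Ms4a1, which encodes CD20, was at 5.17, 6.05 and 0.37 TPM against 3.16 TPM, with a log2 fold change of -0.09. Pdcd1, which encodes PD-1, had 2 counts in the control and a ratio of 15.5 with a 95% counting interval from 4.18 to 129, which rested on 62 and 46 counts in replicates 1 and 2, with no count in replicate 3. B2m was at 3991 ± 526 TPM against 4210 TPM. None of these genes passed the edgeR test with all 4 libraries. Without replicate 3, Cd8a, Gzmb, Ifng, Cd5, Foxp3, Cd274 and Pdcd1 passed, with Cd8a and Gzmb lower at log2 fold changes of -1.74 and -2.43.

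Other immune lists did not pass with all 4 libraries. B and plasma cell genes had a median of 0.71 over 15 genes and an adjusted p of 0.215, with Jchain, the joining chain of secreted IgA and IgM, at 8248, 2771 and 801 TPM against 258 TPM, and the list passed with DESeq2, with the stricter filter and without replicate 3. Natural killer cell genes had a median of 1.33 over 9 genes and an adjusted p of 0.0577, passing in limma on log2 CPM and without replicate 2, with Klrc1 at a ratio of 5.92 and a counting interval from 1.93 to 29.5, and at 1.5, 0.50 and 0.07 TPM against 0.10 TPM. Dendritic cell genes had a median of 0.57 over 15 genes and an adjusted p of 0.258, with Irf4 at 5.95 ± 5.45 TPM against 0.53 TPM. Type I interferon response genes had a median of 0.10 over 29 genes and an adjusted p of 0.398, which passed without replicate 1, while the median turned negative in limma on log2 CPM and without replicate 3. Within that list Ifi44, at 9.03, 6.52 and 5.59 TPM against 0.59 TPM, was higher in all 3 libraries and was the 1 member that passed adjusted over the list alone. MHC class I presentation genes had a median of -0.03 and a mean of 0.42 over 24 genes and an adjusted p of 0.845, with H2-Q7 at 79.3, 23.3 and 4.27 TPM against 0.42 TPM. JAK-STAT signalling genes had a median of -0.06 and a mean of 0.23 over 38 genes and an adjusted p of 0.882, with Socs1 at 14.6 ± 13.9 TPM against 1.93 TPM. The class I and JAK-STAT medians turned positive under library size scaling and on log2(FPKM + 1).

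**Figure D3:**
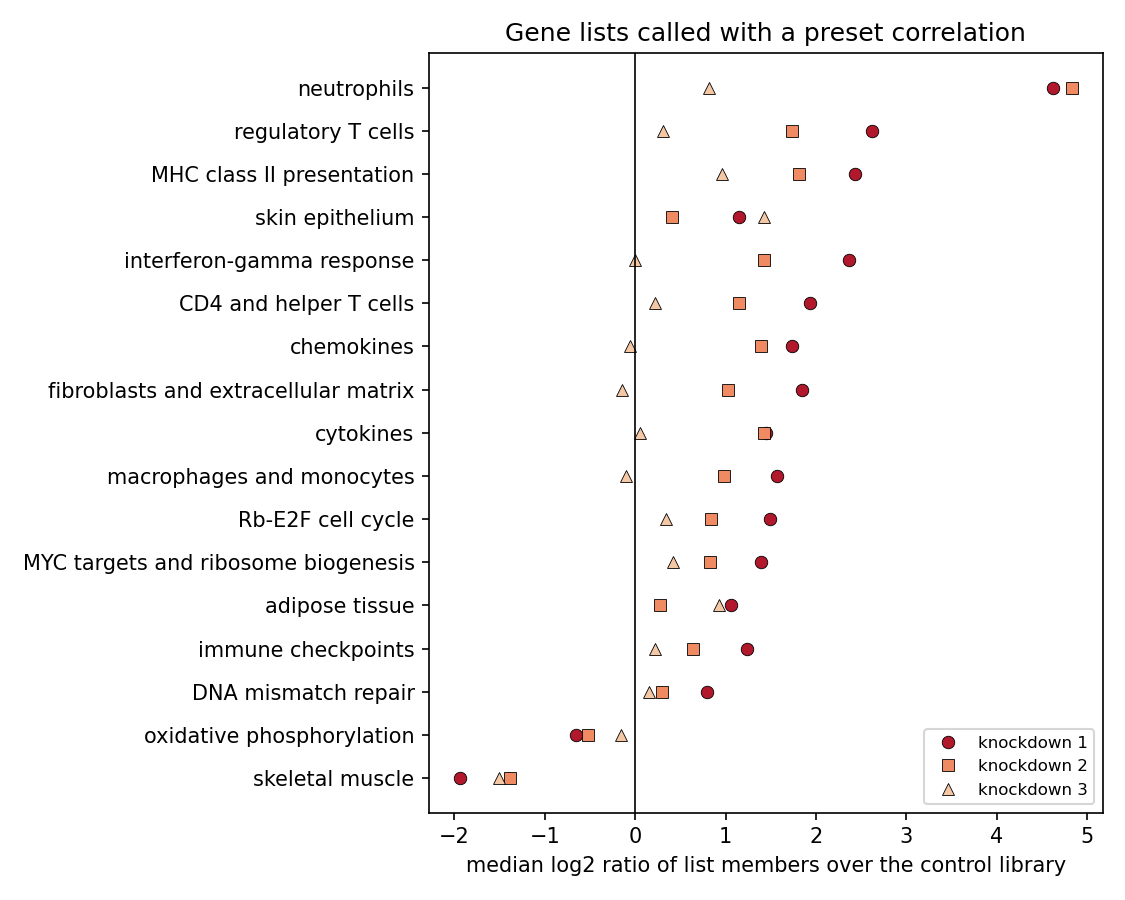
Median log2 ratio of each knockdown library over the control for the gene lists called with a preset correlation, with 1 point per library and a line at 0. The points of knockdown replicate 3 lie near 0 for the interferon-gamma (-0.00226) and chemokine (-0.06) lists, and all 3 points lie below 0 for skeletal muscle.

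Skeletal muscle genes lay below the control in all 3 knockdown libraries, by medians of -1.94, -1.38 and -1.51. Of 20 genes 17 were lower, each in all 3 libraries, with a median of -1.62 and an adjusted p of 2.33e-13, and of 0.865 with an estimated correlation. Tcap and Pvalb, proteins of the sarcomere and of calcium buffering, were at 0.567 ± 0.272 and 2.01 ± 0.175 TPM against 2.48 and 7.56 TPM, and 6 members passed adjusted over the list alone, among them Pvalb. All 31 oxidative phosphorylation genes had a lower level, 29 of them in all 3 libraries, with a median of -0.44 and an adjusted p of 2.74e-05, and of 0.865 with an estimated correlation. The medians per knockdown library over the control were -0.66, -0.53 and -0.16, and those of the enterocyte genes were -2.70, -0.97 and -0.15. The oxidative phosphorylation median stood at percentile 6.04 of 10000 random lists matched on mean expression. It was -0.12 both under library size scaling and on log2(FPKM + 1), where the list passed. Uqcrc1 and Sdhc were at 434 ± 74.6 and 300.0 ± 38.2 TPM against 653 and 417 TPM. Fibroblast and extracellular matrix genes were higher in 22 of 24, 7 of them in all 3 libraries, with a median of 1.13 and an adjusted p of 0.00604, and of 0.892 with an estimated correlation, their median in replicate 3 alone was -0.14, and the call was lost without replicate 1, at a median of 0.57, and on log2(FPKM + 1). Postn and Pi16 were at 31.3 ± 37.5 and 2.53 ± 2.27 TPM against 4.64 and 0.11 TPM. Adipose and skin genes were higher in 9 of 14 and 11 of 13, with medians of 0.75 and 1.78 and adjusted p of 0.0341 and 0.0176, both 0.865 with an estimated correlation. Both calls were lost without replicate 3, at medians of 0.71 and 1.04, and on log2(FPKM + 1), the adipose call under library size scaling and the skin call with no filter. Lpl, lipoprotein lipase, was at 18.2 ± 14.8 TPM against 2.26 TPM, and Krt1 and Krtdap of skin were at least 13.3-fold and 8.62-fold higher, or 3.75-fold and 2.51-fold without replicate 3.

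The remaining lists did not pass. Medians were 0.25 for hypoxia and glycolysis, 0.35 for endothelial cells, 0.26 for red blood cells, -0.05 for colon epithelium and CT26 carcinoma, -0.09 for immediate early and heat shock genes and 0.17 for housekeeping genes, with adjusted p of 0.731, 0.269, 0.845, 0.882, 0.945 and 0.80. The colon epithelium and immediate early medians turned positive under library size scaling, on log2(FPKM + 1) and without replicate 1. Hk2, hexokinase 2, was at 60.1 ± 55.7 TPM against 2.48 TPM, Gpx2, an intestinal glutathione peroxidase, at 1070 ± 897 TPM against 158 TPM, and Vil1, villin, at 1538 ± 605 TPM against 2078 TPM. A list of 18 genes was taken from the study's top ranked predicted neoepitopes, with the immunoglobulin genes among them left out. The study chose these genes on these samples, so they are no independent evidence. They had a median of 0.03 and an adjusted p of 0.834, with 9 higher and 9 lower. Muc4, a membrane mucin, was at 8.95 ± 7.89 TPM against 0.32 TPM. Mitochondrial and replication-dependent histone lists had too few measured genes. Against 10000 random lists matched on mean expression, the medians of the called lists stood at percentile 98.6 or above, or at percentile 0 for skeletal muscle, except mismatch repair at 95.9, checkpoints at 96.4 and oxidative phosphorylation at 6.04. Uncalled lists also stood far out, with hypoxia at percentile 99.9, housekeeping genes at 99.5 and cytotoxic T cells at 3.32.

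The knockdown libraries differed from each other as well as from the control. Across genes, which are not independent replicates, Pearson's r of log2 CPM was 0.968 between knockdown replicates 1 and 2, 0.903 between 1 and 3 and 0.958 between 2 and 3. Against the control it was 0.874, 0.932 and 0.973, so that replicate 3 was closer to the control than to either other knockdown library. With each library taken in turn against the other 3, 2903 genes had an unadjusted p under 0.05 for knockdown replicate 1, 14 for replicate 2, 106 for replicate 3 and 554 for the control, and none passed after adjustment by edgeR. The median SD of log2 values among the knockdown libraries was 0.406.

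The authors' deposited table also carried a posterior probability of equal expression for each of 18447 genes. A value under 0.05 was held by 503 genes in the authors' deposited table, of which 154 were higher and 349 lower in the knockdown libraries, and 284 of the 503 also differed by over 2-fold in either direction. Of the 181 genes called by DESeq2, 72 were among those of the authors' deposited table.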

Values the study reported

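For its neoantigen prediction, the study listed 270 transcripts with a missense change. They belong to 220 genes, and per the study all 3 knockdown tumours held them while the control tumour did not. With a single control, a feature of that tumour could not be separated from an effect of the knockdown. No sequence variant was examined here.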

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

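The older quasi-likelihood fit, the value of knockdown replicate 3 alone over the control (no test) and the fold bounds with a knockdown library left out were chosen after the data had been seen, and the other settings before. No paired analysis was possible because the control has 1 library, whose sample description shares a number with knockdown replicate 3 alone. Quantile normalization and pseudocounts of 0.1 and 0.01 applied only to a table without counts and were not run. The count of genes called was 0 with the main settings and with RLE, library size, no filter, the stricter filter, robust and older fits, and both limma fits. DESeq2 called 181, and leaving out a knockdown library gave from 0 to 1221. In simulated data of this design DESeq2 made 91 false calls and edgeR 9 at the estimated spread, and 5 and 15 at a dispersion of 0.01. Scaling by library size moved the median log2 fold change of all genes to 0.403 and log2(FPKM + 1) to 0.271, from 0.058. Genes with few control counts are limited by depth. The cause of the changes below was not tested.

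Ppp2r1a kept its direction, with a log2 fold change of -1.64 in DESeq2 (adjusted p 0.0371, over a range of 0.0255 to 0.782), from -1.71 to -1.53 with a knockdown library left out and -1.80 in replicate 3 alone. With estimated correlation, fry and mixed fry, 0 lists were called, against 17 in the main test and 7 on log2(FPKM + 1). The medians, which these tests do not alter, of the lists so lost were 0.43 for mismatch repair, 0.98 for Rb-E2F, 0.95 for MYC targets, 1.60 for CD4 T cells, 2.34 for regulatory T cells, 1.06 for macrophages, 4.72 for neutrophils, 1.61 for interferon-gamma, 1.83 for MHC class II, 1.12 for cytokines, 1.16 for chemokines, 0.63 for checkpoints, -0.44 for oxidative phosphorylation, 1.13 for fibroblasts, -1.62 for skeletal muscle, 0.75 for adipose tissue and 1.78 for skin.

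In DESeq2 the medians were 0.40 for mismatch repair (lost), 0.57 for B cells (gained) and 0.0043 for cytotoxic T cells (reversed). With library size alone, calls were lost for mismatch repair (0.82), CD4 T cells (2.04), chemokines (1.59), checkpoints (1.05) and adipose tissue (1.10). Uncalled signs reversed for DNA methylation (0.34), JAK-STAT (0.29), MHC class I (0.33), PP2A (0.22), immediate early genes (0.23), colon epithelium (0.29), cytotoxic T cells (0.175), p53 targets (0.31), Dnmt3b (0.35) and Ms4a1 (0.34). On log2(FPKM + 1), calls were lost for mismatch repair (0.49), CD4 T cells (0.78), regulatory T cells (1.15), macrophages (0.94), cytokines (0.705), chemokines (1.19), checkpoints (0.46), fibroblasts (1.11), adipose tissue (1.39) and skin (0.67). Signs reversed there for DNA methylation (0.227), JAK-STAT (0.176), MHC class I (0.27), PP2A (0.20), immediate early genes (0.225), colon epithelium (0.27), cytotoxic T cells (0.21), p53 targets (0.26) and Ms4a1 (0.0075). In limma on log2 CPM chemokines were lost (1.02), natural killer cells gained (0.97) and type I interferon reversed (-0.035). With no filter skin was lost (2.06) and cytotoxic T cells reversed (0.00448), and with the stricter filter B cells were gained (1.07) and DNA methylation reversed (0.025).

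Leaving out each knockdown library gave medians from 0.23 to 0.55 for mismatch repair, -0.12 to 0.016 for immediate early genes, 0.63 to 0.945 for adipose tissue, -0.0791 to 0.0277 for colon epithelium, -0.34 to 0.18 for cytotoxic T cells, 0.57 to 1.46 for fibroblasts, 1.08 to 1.40 for natural killer cells, -0.0238 to 0.132 for p53 targets, -0.47 to 0.305 for type I interferon, 0.25 to 1.21 for B cells and 1.04 to 2.19 for skin, and log2 fold changes from -0.012 to 0.68 for Alas2, -0.063 to 0.029 for Dnmt3b and -0.70 to 0.43 for Ms4a1. Lists that passed each time moved by over 1.5 times without replicate 1: Rb-E2F to 0.61, regulatory T cells to 1.40, macrophages to 0.60, interferon-gamma to 1.00, cytokines to 0.74 and checkpoints to 0.41, and checkpoints moved to 0.98 without replicate 3. In replicate 3 alone medians reversed for chemokines (-0.058), fibroblasts (-0.144), interferon-gamma (-0.00226) and macrophages (-0.096). Other medians there were -0.86 for B cells, 0.21 for CD4 T cells, -0.0455 for DNA methylation, 0.065 for MHC class I, 0.96 for MHC class II, 0.42 for MYC targets, 0.0475 for PP2A, 0.071 for immediate early genes, 0.34 for Rb-E2F, 0.052 for cytokines, 0.39 for cytotoxic T cells, 0.11 for dendritic cells, 0.082 for housekeeping genes, 0.61 for natural killer cells, 0.81 for neutrophils, -0.16 for oxidative phosphorylation, 0.17 for p53 targets, 0.13 for neoantigen genes and 0.31 for regulatory T cells.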

Other observations

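All lists and tests in this part were chosen after the data had been seen, except the comparison with each library as the lone one. Among KEGG pathways given in the deposited table, camera with a preset correlation called 63 of 304, and 0 with an estimated correlation (smallest adjusted p 0.834). Lower in the knockdown libraries were retinol metabolism, with a median log2 fold change of -0.97, drug metabolism by cytochrome P450 at -0.73, fatty acid degradation at -0.63 and vitamin digestion and absorption at -0.66. Higher were the intestinal immune network for IgA production at 1.13, DNA replication at 0.55 and ribosome at 0.385. The cell cycle pathway, with a median of 0.23 over 120 genes and an adjusted p of 0.148, and the mismatch repair pathway, with 0.41 over 22 genes and 0.0937, were not called, unlike the lists of those names fixed before. The medians in replicate 1 over the control were -2.37 for retinol metabolism and 1.77 for the IgA network, against -0.29 and 0.15 in replicate 3.

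Of the marker lists added after the data were seen, small intestinal enterocyte genes had a median of -0.97 over 22 genes, enteroendocrine genes of -1.11 over 9, ileal bile acid genes of -1.75 over 5, large bowel genes of 2.54 over 9 and mesenchymal tumour cell genes of 1.26 over 12. In replicates 1, 2 and 3 over the control, the medians were -2.70, -0.97 and -0.15 for enterocyte genes, -2.13, -1.32 and -0.63 for enteroendocrine genes, -2.54, -0.57 and -3.23 for ileal genes, 3.34, 3.15 and 0 for large bowel genes and 1.93, 1.32 and 0.00118 for mesenchymal genes. Paneth, goblet and stem cell genes had medians of 0.33, 0.31 and 0.065, with camera's direction down for goblet cells. Camera's adjusted p with a preset correlation were 1.19e-05, 0.00101, 5.46e-05, 0.00133 and 0.00518 for the first 5 and 0.798, 0.399 and 0.55 for the others, and the smallest was 0.525 with an estimated correlation. The mesenchymal genes took 0.361%, 0.203% and 0.0769% of TPM in the knockdown libraries and 0.0619% in the control.

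Intestinal transcripts were abundant in libraries labelled as tumours of a colon carcinoma line. For the enterocyte genes, reads shared between paralogs are argued against, since 95.5% of 22 had whole expected counts, within 0.005, in all 4 libraries. That share was 88.9% of 9 goblet cell genes but 44.4% of 9 Paneth cell genes, for which shared reads stay open. RNA of intestinal mucosa in the libraries, in place of or beside tumour RNA, is a candidate explanation that stays open. The enterocyte, Paneth and goblet genes took at least 5.71% of TPM in every library, but a share of 10% in every library had been set as its mark and replicate 1 fell short of it, and the genes were seen to be high before the lists were written. No profile of CT26 cells was used here, so whether the libraries hold tumour RNA, and how much, stays open, and with it whether any difference between them concerns tumours, and no biological explanation was tested.

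Several genes were close to on in the control and off in all 3 knockdown libraries, or the reverse. For Fabp6, another segment of small bowel in the control stays open. The other 4 ileal bile acid genes had a median log2 fold change of -1.31, and all 5 were lower in all 3 knockdown libraries. The mark set for this cause, a median below -3, was not met. It was set after the data had been seen and these genes need not fall as far as Fabp6, so it cannot decide. For Defa2 and Defa21, the other Paneth genes do not point to fewer Paneth cells in the control, with a median of 0.332. Their medians over the control were -0.88, 0.998 and -0.0994 in replicates 1, 2 and 3. They cannot settle it, since they were chosen after the data had been seen and shared reads stay open for them. For Defa2 and Defa21 reads shared between paralogs cannot be told apart from a real difference. The summed defensin level of the lowest knockdown library was 0.539 of the control's. A strain or haplotype variant may account for H2-Eb1, whose ratio to H2-Aa was at least 15.9-fold higher in each knockdown library than in the control while H2-Ab1 to H2-Aa stayed within 1.38-fold, but this ratio prompted the idea and so cannot bear it out. An effect of the knockdown on these genes stays open as untested.

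Large bowel genes and several immune lists were higher in knockdown replicates 1 and 2 than in replicate 3 and the control, while over all genes replicate 1 stood furthest from the control and replicate 2 lay between, with median absolute log2 differences from the control of 0.779, 0.459 and 0.245 for replicates 1, 2 and 3 and of 0.39 and 0.377 between replicate 2 and replicates 1 and 3. A difference in depth is argued against, since total counts differed by at most 1.17-fold. The interferon-gamma median of replicate 1 over the control was 2.36 after TMM scaling. That scaling also gave the pattern, so this value cannot decide whether a few genes taking many counts played a part. The 20 highest genes took 9.88%, 10.9% and 14.2% of counts in replicates 1, 2 and 3 and 14% in the control, so they did not take most of the counts in any library. Large bowel RNA in replicates 1 and 2 is a candidate explanation: leaving out genes whose values had been seen when the list was drafted, Car1 among them, 100% of 7 large bowel genes were higher in both replicates than in both other libraries, against 38.4% of all genes. Jchain and the IgA network were highest in the same replicates, so immune cells of bowel mucosa stay open as a source of part of the immune differences, as do tumour differences and whatever the number 3 shared by replicate 3 and the control in the labels marks.

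With each of the 4 libraries as the lone one, 2 of the 4 splits gave at least the 554 genes at an unadjusted p under 0.05 that the control gave, and the highest other, knockdown replicate 1, gave 2903. The 4 splits are too few for a share under 0.05. A count several times that of the control points to a structure among the knockdown libraries.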
